A study of Synechocystis sp. PCC 6803 with 12 samples.

How the data were processed

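RNA of strains rne(WT) and rne(Ts) of Synechocystis was sampled at 30 °C and 1 h after the incubator was set to 39 °C, in triplicate, which gives 12 libraries in 4 groups. Per the labels' protocols, a service provider depleted ribosomal RNA and made tagged libraries with unique molecular identifiers. A first adapter tag was ligated to RNA with a 5′ monophosphate, remaining monophosphate RNA was digested with the exonuclease XRN-1, and a second tag was ligated after a polyphosphatase had opened triphosphate ends. Incomplete ligation, digestion or conversion would move reads between the classes of ends. The aligner, the counting tool, the site caller, the use of strand in counting and the handling of molecular identifiers are not given in the sources used here.

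The authors deposited 3 tables, each with a column per library: reads at processing sites, reads at transcription start sites, and reads per transcript or coding-sequence feature. The values are a count signal that the authors divided by a size factor per library and table, so the deposited signal is normalized and not raw. All values of a column were whole multiples of its step, and 100% came out whole within 1e-06 reads after division by it. The recovered factors equalled the median-of-ratios factors of DESeq2 for each table to a relative difference of at most 3.33e-16. Scaling on the median feature sets the typical change in a table to about 0, so a change shared by most processing sites would be removed. A site file exported with rtracklayer 1.50.0, per the file headers, gave 6990 positions, which were those of both site tables (3450 and 3540). Coordinates are 1-based positions on the chromosome and the plasmids as these files give them, in the GenBank sequences of this strain that the files name. No source used here pairs the sequence names with replicons, so the names of the chromosome and of plasmids such as pSYSA and pSYSG were assigned from general knowledge. A site is a single nucleotide, and the files say nothing of the gene it lies in. How sites were called is not given in the sources used here, and the same sites serve all libraries, so a site seen in few libraries may be missing.

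The reference gene table given with the data covers a related genome with other locus tags, and 0 feature names matched it. Feature names are therefore printed as the files give them. For the heat-shock list, rne, rnhB and the psbA genes, the pairs of tag and gene name were fixed before the data were examined, and the files do not pair them. The gene rnpB was also to be named, but no feature of that name was used here. Antisense and overlapping features are uncertain because the use of strand in counting is not given, and psbA2 and psbA3 share reads as near-identical copies.

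The main test was limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend, two-sided) on log2(value + 1), over features with a mean of at least 5 over the 12 libraries. This left 3085 of 3450 processing sites, 3540 start sites and 4927 of 6134 transcript features, of which 515 held no read. All 12 libraries entered a 4-group model, since 3 replicates give few degrees of freedom. The 5 comparisons were rne(Ts) against rne(WT) at 0 h and at 1 h, heat in each strain, and the interaction, which is heat in rne(Ts) minus heat in rne(WT). A feature was called at a Benjamini-Hochberg adjusted p under 0.05 within its table and comparison. Tables were tested separately. Features named for their change were the 3 largest in each direction at 1 h and the largest in each direction in the other comparisons. They had to be called, have a mean of at least 20 and have groups of 3 that did not overlap. For the interaction, the heat change of every rne(Ts) culture had to lie on one side of that of every rne(WT) culture. Since the files give no gene names, at most 2 transcript features per direction are printed. The tests were run on simulated data with the real means, size factors and dispersions. For the strain comparison at 1 h, 200 features changed 4-fold were recovered at 96.5% (3085 processing sites), 100% (3540 start sites) and 100% (4927 transcript features), with 13, 7 and 7 false calls. The unchanged heat comparison gave 0 calls in each table. Of 200 changed interactions 64% were recovered at processing sites and 98.5% in each of the other tables. The changed features were drawn only from those with a mean of at least 20. Recovery at weaker features was therefore not tested, and the median tested processing site held 9 reads per library.

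Depth differed between the tables more than between groups. The totals were 45810 to 84195 reads for processing sites, 216232 to 496425 for start sites and 2302630 to 3817593 for transcript features. The 10 highest transcript features took 41.9% of the reads of rne(WT) 1 h replicate 1, against 22.1% to 31.3% in the others. Ribosomal RNA features took 0.0207% to 0.0484% of transcript reads. No pair of replicates was a duplicate, as the chi-square per degree of freedom between replicates was at least 1.73. Intervals and floors cover counting error only.

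Sample titles carry the same culture name at 0 h and 1 h within a strain, so replicate numbers pair heat samples of a strain. The deviations of paired libraries from their group means correlated at 0.108 to 0.194 across processing sites in rne(Ts) and at 0.00843 to 0.148 in rne(WT). The ranges at start sites were 0.125 to 0.291 and 0.0186 to 0.122. In the transcript table they were 0.0757 to 0.163 in rne(Ts) and -0.0454 to 0.264 in rne(WT). The planned fit had no block, and the blocked fit was an alternative. Between strains the numbers are only numbers. The culture names of rne(Ts) replicates 1 and 2 share a stem, unlike those of the other cultures. Whether these replicates share a parent culture is not given, and they were treated as independent.

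The share of processing-site reads was the sum of whole reads at processing sites over the sum at both kinds of sites. It was compared with exact two-sided permutation tests, whose smallest p for 3 against 3 is 0.1. Alternatives were a pseudocount of 4, no filter on low values, TMM factors, the scaling of the transcript table for the site tables, only the compared groups in the fit, the culture block, edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered whole reads, and leaving out each library in turn. For the share they were leaving out the 10 highest sites of each table and keeping only sites with a mean of at least 5. The base at each site's second position and the comparison of a site with its own transcript need a genome or feature coordinates and were not analysed here. Figures were drawn with matplotlib 3.10.9.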

Results

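The data set held 12 RNA-seq libraries of the cyanobacterium Synechocystis. Strain rne(Ts) carries a thermo-sensitive form of RNase E, the endonuclease that starts the decay and maturation of many bacterial RNAs, and rne(WT) is its comparison strain. Each strain was sampled at 30 °C (0 h) and after 1 h at 39 °C, with 3 replicate cultures in each of the 4 groups. The tagged libraries separated RNA 5′ ends with a single phosphate, counted at 3450 processing sites (PSS), from ends that had carried a triphosphate, counted at 3540 transcription start sites (TSS). A further table gave counts for 6134 transcript features, of which 3684 were coding sequences, 1071 antisense RNAs and 979 5′ untranslated regions. Read totals per library were 45810 to 84195 at processing sites, 216232 to 496425 at start sites and 2302630 to 3817593 over transcript features. The median read count of a tested feature in a library was 9 for processing sites, 26 for start sites and 141 for transcript features. The variation between replicates (edgeR's common biological coefficient of variation) was 24.97%, 15.2% and 14.1%, so processing sites were measured least precisely. All counts given for single features are normalized counts as mean ± SD of 3 replicates, and log2 fold changes are on the log2(value + 1) scale, which understates changes of weakly covered features.

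The gene of RNase E itself, rne (slr1129), was read first. Its count at 0 h was 5532 ± 791 in rne(WT) and 4801 ± 85.5 in rne(Ts), a difference that limma did not call (log2 fold change -0.19, SE 0.12, adjusted p 0.496). After 1 h the counts were 5022 ± 471 and 7216 ± 204, and all 3 rne(Ts) libraries lay above all 3 rne(WT) libraries (log2 fold change 0.53, SE 0.12, adjusted p 0.00367 by limma). Heat changed rne by 0.59 in rne(Ts) and by -0.13 in rne(WT) on the log2 scale, and the difference of these changes was 0.72 (SE 0.17, adjusted p 0.0115 by limma). The neighbouring gene rnhB (slr1130) stood at 645 ± 156 in rne(WT) and 1384 ± 99.6 in rne(Ts) at 1 h, a log2 difference of 1.13 with an adjusted p of 0.000193 by limma. The labels' strain difference is a property of the protein, so neither level tests the strain labels.

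**Figure D1:**
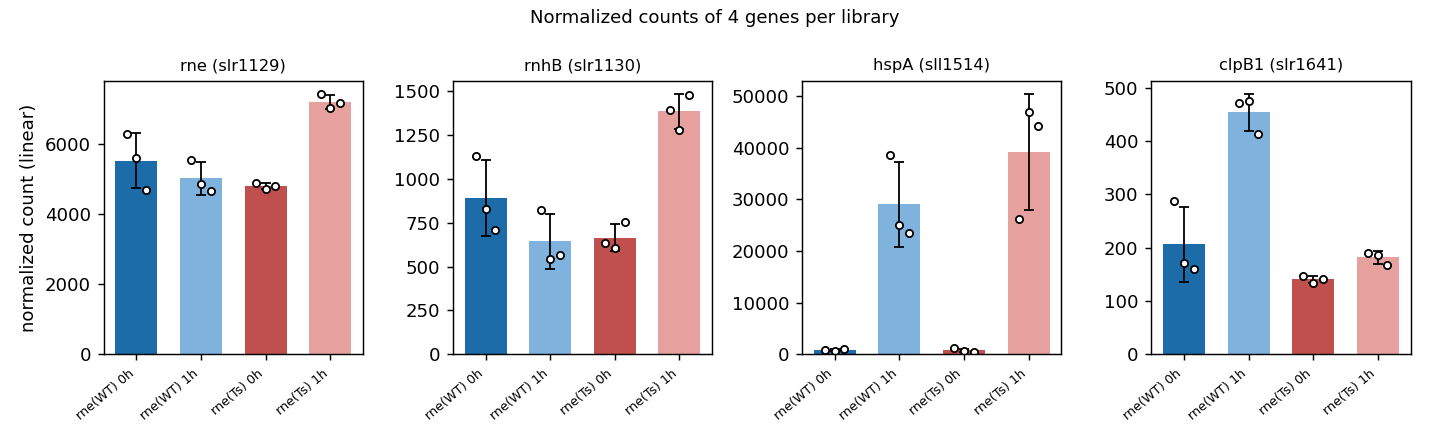
Normalized counts on a linear axis of rne, its neighbour rnhB and the heat-shock genes hspA and clpB1 in the 4 groups. Points are libraries, bars are means and error bars are SDs of 3 replicates; rne reached 7216 in rne(Ts) at 1 h against 5022 in rne(WT), and clpB1 reached 181 against 454.

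The shift to 39 °C was checked on a list of 12 heat-shock genes. In rne(WT) 8 of the 12 were called by limma and all 8 rose. The count adjusted over the list alone was also 8. In rne(Ts) 10 were called, of which 7 rose and 3 fell, and 10 were called when adjusted over the list alone. Median and mean log2 changes of the list were 0.87 and 1.24 in rne(WT) and 0.97 and 1.08 in rne(Ts). The small heat-shock protein gene hspA (sll1514) had the largest rise of all transcript features that met the naming rule in both strains. Its count went from 841 ± 179 to 29026 ± 8257 in rne(WT) and from 720 ± 337 to 39139 ± 11229 in rne(Ts), with log2 changes of 5.10 and 5.81, whose difference of 0.72 (SE 0.42) was not called (interaction adjusted p 0.247 by limma). Both groES (slr2075, log2 change 2.41 in rne(WT) and 2.33 in rne(Ts)) and groEL1 (slr2076, 2.40 and 2.57) rose in both strains. The interaction was called for 3 of the 12 genes over all features and for 4 adjusted over the list alone, each with the lower change in rne(Ts). The gene clpB1 (slr1641) rose from 206 ± 70.5 to 454 ± 34.5 in rne(WT). Its change from 140 ± 6.31 to 181 ± 12.1 in rne(Ts) was not called (adjusted p 0.0963 by limma) except in a fit of the compared groups alone. The interaction of clpB1 was -0.81 (adjusted p 0.0333 by limma). The others were hrcA (sll1670, interaction -0.65, adjusted p 0.00733) and grpE (sll0057, -0.46, adjusted p 0.0248). For neither was a heat change called in rne(WT) (-0.07 and 0.14, adjusted p 0.633 and 0.272 by limma). Both fell in rne(Ts), by -0.72 and -0.32 (adjusted p 4.41e-05 and 0.00981 by limma), so their interactions are not weaker rises. The largest interaction on the list, -1.10 for dnaJ (slr0093), was not called over all features (adjusted p 0.0569 by limma), but it was called without rne(WT) 0 h replicate 1 (-1.51) and with the culture block. Only 1 of the 12 interactions was called when rne(Ts) 0 h replicate 1, rne(Ts) 0 h replicate 2 or rne(Ts) 1 h replicate 3 was left out. The clpB1 interaction lost its call without rne(WT) 0 h replicate 2 (-0.70) or 3 (-0.66), rne(Ts) 0 h replicate 1 (-0.78), 2 (-0.85) or 3 (-0.81), rne(WT) 1 h replicate 2 (-0.78) and rne(Ts) 1 h replicate 2 (-0.83) or 3 (-0.76). That of grpE was lost without rne(Ts) 0 h replicate 1 (-0.46) or 2 (-0.44) and rne(Ts) 1 h replicate 1 (-0.44) or 3 (-0.46). Calls for htpG (sll0430, 0.62 in rne(WT)) and dnaK1 (sll0058, -0.65 in rne(Ts)) depended on the fit. The htpG call was lost with no filter on low values, with only the compared groups in the fit, without rne(WT) 0 h replicate 2 (0.42) or 3 (0.63) and without 1 h replicate 2 (0.45) or 3 (0.64). The dnaK1 call was lost with edgeR, without rne(Ts) 0 h replicate 1 (-0.62), 2 (-0.71) or 3 (-0.62) and without 1 h replicate 2 (-0.52) or 3 (-0.64). Other calls were gained. In rne(WT), a fall of dnaK1 was called without rne(WT) 0 h replicate 2 (-0.67), and a rise of dnaJ without replicate 1 (0.96). In rne(Ts), a fall of dnaJ was called with only the compared groups in the fit (-0.55).

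Among the photosystem genes fixed beforehand, psbA2 (slr1311) and psbA3 (sll1867) fell with heat in rne(Ts), by log2 changes of -1.05 and -1.62 (limma adjusted p 0.00261 and 4.32e-05). No change was called for them in rne(WT) (0.03 and -0.29, adjusted p 0.939 and 0.352 by limma), although without rne(WT) 1 h replicate 1 the fall of psbA3 was called (-0.63). At 1 h they were lower in rne(Ts) than in rne(WT) by -0.74 and -0.79. These strain calls were lost for psbA2 without rne(WT) replicate 1 (-0.51) or rne(Ts) replicate 1 (-0.56) or 3 (-0.68), and for psbA3 without rne(Ts) replicate 1 (-0.69) or 3 (-0.71). The genes are near-identical copies, so the division of reads between them is uncertain.

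The comparison of the strains at 30 °C asks what the altered RNase E changes before heat. At processing sites limma called 178 of 3085 tested sites, 53 higher and 125 lower in rne(Ts). Of the lower sites 86 lay on plasmid pSYSA, where all 86 called sites were lower, while on the chromosome 36 of 89 called sites were lower. A fit of the compared groups alone gave 272 (100 higher and 172 lower), and leaving out rne(Ts) 0 h replicate 3 gave 102. At start sites 109 of 3540 were called, 34 higher and 75 lower, with 43 of 43 lower on pSYSA and 26 of 59 on the chromosome. With the size factors of the transcript features, 106 start sites were called, 95 higher and 11 lower, since that scaling shifted the median start site by 0.50. Start-site calls fell to 43 without rne(Ts) replicate 2, to 55 without rne(Ts) replicate 3, to 47 without rne(WT) replicate 2 and to 65 without rne(WT) replicate 3. Of 4927 tested transcript features 154 were called, 37 higher and 117 lower. That count was 73 without rne(Ts) replicate 2, 85 without rne(Ts) replicate 3 and 101 without rne(WT) replicate 2. The largest rise at a processing site was on the plus strand of the chromosome at position 2269131, from 6.62 ± 1.09 in rne(WT) to 27.8 ± 9.66 in rne(Ts) (adjusted p 0.00147 by limma). The largest fall was on pSYSA at 91500 (minus), from 40.2 ± 8.87 to 2.43 ± 2.18 (adjusted p 1.71e-05 by limma). Among start sites, pSYSA 62704 (minus) fell from 714 ± 172 to 92.7 ± 15.6 (adjusted p 3.57e-10 by limma). The start site at chromosome 1886879 (plus) rose from 1249 ± 409 to 3696 ± 2272, a log2 change of 1.43. Its call was lost without rne(WT) replicate 2 (1.21) or 3 (1.40) and without rne(Ts) replicate 2 (0.96) or 3 (1.46). It was also lost with the replicate block and with DESeq2 on whole reads. In the transcript table slr7091 had the largest fall, from 326 ± 60.1 to 51.3 ± 5.16 (adjusted p 5.96e-07 by limma). The largest rise, of slr1667_5'UTR from 49.1 ± 19.7 to 122 ± 15.4, lost its call without rne(WT) replicate 1 (1.20) or 2 (1.21) and without rne(Ts) replicate 1 (1.35) or 2 (1.27).

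After 1 h at 39 °C the strains differed at many more features. Limma called 1634 of the 3085 processing sites, which is 53.0%, with 802 higher and 832 lower in rne(Ts). The groups did not overlap at 56.8% of the sites, against 10% by chance for 3 against 3. The balance of directions follows from scaling the table on its own median site. With the size factors of the transcript features, 1669 sites were called, 386 higher and 1283 lower, and the median site shifted by -0.69. The site with the largest rise was chromosome 1511125 (plus), at 3.55 ± 1.74 in rne(WT) and 104 ± 44.2 in rne(Ts), a 29.3-fold ratio of means (adjusted p 1.05e-07 by limma). Chromosome 3324448 (minus) stood at 5.83 ± 3.06 and 125 ± 16.3 (21.4-fold), and chromosome 942037 (plus) at 3.52 ± 1.81 and 84.9 ± 36.6 (24.1-fold). In the other direction, chromosome 2961377 (plus) had 285 ± 59.2 in rne(WT) and 13.9 ± 8.505 in rne(Ts), and chromosome 1431349 (plus) had 200 ± 54.9 and 13.1 ± 6.18. The former was already lower in rne(Ts) at 0 h, at 150 ± 36.3 and 32.2 ± 11.1. Chromosome 1431349 then stood at 397 ± 104 and 322 ± 126. The site at pSYSA 32284 (plus) had 72.4 ± 62.0 in rne(WT). Only 3 reads in all fell on it in rne(Ts), which gives a 59.3-fold lower level with a 95% counting interval of 20.1 to 289 from the exact Poisson comparison of the pooled reads.

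At start sites 1122 of 3540 were called at 1 h, 598 higher and 524 lower. On the transcript scaling 493 were called, 362 higher and 131 lower, with a median shift of 0.11. Start sites at chromosome 299116 and 299117 (minus), which adjoin and may be a single start, stood at 84.2 ± 11.8 and 11.5 ± 2.37 in rne(WT) and at 512 ± 103 and 70.1 ± 8.32 in rne(Ts). Chromosome 1239102 (plus) rose from 16.9 ± 2.73 to 114 ± 22.1 (adjusted p 5.88e-08 by limma). The largest falls were on plasmids, at pSYSA 64690 (minus) from 66.5 ± 20.1 to 9.14 ± 3.55, at pSYSG 17534 (minus) from 180 ± 78.8 to 24.6 ± 6.57 and at pSYSA 62704 (minus) from 533 ± 28.3 to 83.1 ± 6.77. Their means were already lower in rne(Ts) at 0 h. They were then 48.6 ± 14.7 and 5.80 ± 0.450, 361 ± 187 and 124 ± 107, and 714 ± 172 and 92.7 ± 15.6. Of the transcript features 2028 were called, 960 higher and 1068 lower. The feature CRISPR2 had the largest fall, from 3569 ± 612 in rne(WT) to 432 ± 68.8 in rne(Ts), a log2 change of -3.04 (SE 0.16, adjusted p 2.10e-08 by limma). It was already lower in rne(Ts) at 0 h, at 3690 ± 665 and 896 ± 42.2. The feature sll6093 fell from 111 ± 17.2 to 17.7 ± 2.40 (-2.57, adjusted p 2.17e-06 by limma). At 0 h it had stood at 94.5 ± 36.9 and 77.2 ± 6.69. The largest positive strain differences were those of slr1513_5'UTR, 1.505 ± 1.33 in rne(WT) and 15.5 ± 5.35 in rne(Ts), and sml0003_5'UTR, 11.8 ± 3.20 and 68.8 ± 11.1. The rne(WT) level of slr1513_5'UTR rests on 4 reads in all. This feature fell with heat in both strains, from 53.7 ± 20.8 in rne(WT) and 39.3 ± 5.33 in rne(Ts) at 0 h. The reads of a 5′ untranslated region may overlap those of its coding sequence, so these values are uncertain.

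**Figure D2:**
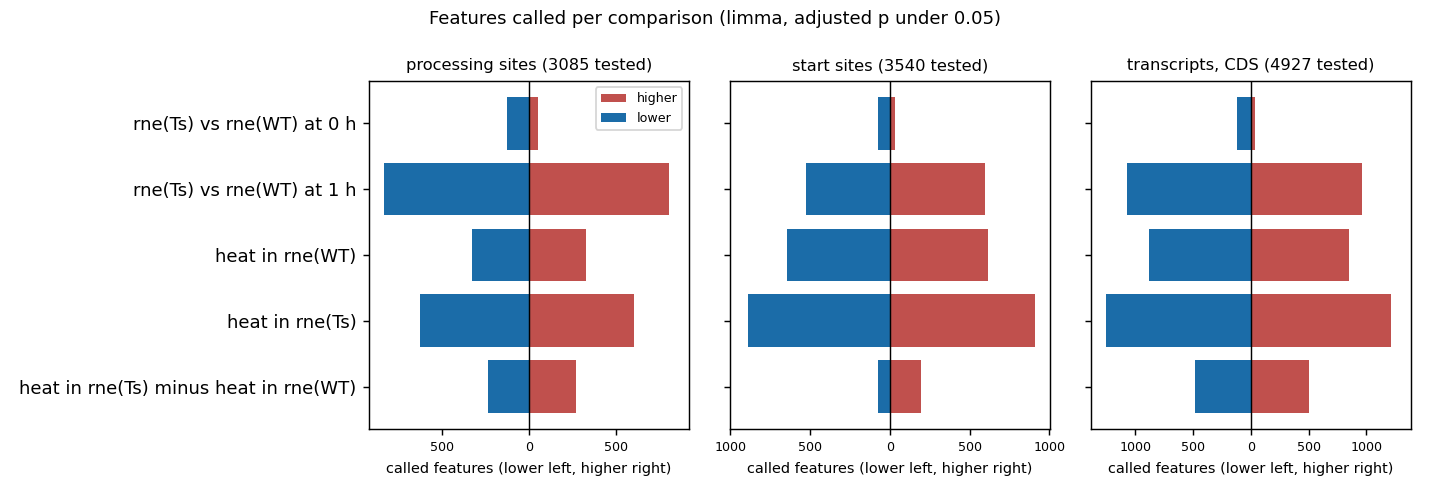
Number of features called by limma in each of the 5 comparisons, lower to the left of 0 and higher to the right, for processing sites, start sites and transcript features. The strains differed at 178 processing sites at 0 h and at 1634 at 1 h.

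Heat within each strain was compared next. In rne(WT), 651 processing sites (325 higher, 326 lower), 1263 start sites (617 higher, 646 lower) and 1735 transcript features (852 higher, 883 lower) were called at 1 h against 0 h. In rne(Ts) the counts were 1231 (604 higher, 627 lower), 1799 (910 higher, 889 lower) and 2469 (1213 higher, 1256 lower). On the transcript scaling the processing-site counts were 687 (506 higher, 181 lower) in rne(WT) and 1229 (348 higher, 881 lower) in rne(Ts), with median shifts of 0.41 and -0.42. That scaling gave 633 start sites (382 higher, 251 lower; shift 0.13) in rne(WT) and 1279 (393 higher, 886 lower; shift -0.26) in rne(Ts). DESeq2 on whole reads called 968 processing sites in rne(Ts), 580 higher and 388 lower. Called in both strains were 370 processing sites, 911 start sites and 1168 transcript features. Of these, 346, 894 and 1084 changed in the same direction. Spearman's rho between the heat changes of the strains was 0.381 across processing sites, 0.719 across start sites and 0.581 across transcript features, which are not independent replicates.

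The start site with the largest heat rise in both strains was chromosome 1678976 (plus), which went from 107 ± 5.78 to 1515 ± 140 in rne(WT) and from 76.3 ± 27.7 to 1503 ± 144 in rne(Ts). Chromosome 1600489 (plus) had 119 ± 24.5 and 67.5 ± 14.96 at 0 h and no read in any of the heated libraries of either strain. Against a floor of 3 reads over the group it was at least 101.5-fold lower in rne(WT) and at least 72.2-fold lower in rne(Ts). The lower ends of the 95% counting intervals (exact Poisson comparison) were smaller, 82.1 in rne(WT) and 58.3 in rne(Ts). At processing sites the largest rise in rne(WT) was at chromosome 460271 (minus), from 3 reads in all at 0 h to 60.0 ± 32.6, a ratio of 59.7 with a 95% counting interval of 20.2 to 292 (exact Poisson comparison). The largest fall in rne(WT) was at chromosome 3181793 (minus), from 84.1 ± 20.0 to 7.92 ± 7.31. In rne(Ts) the largest rise was at chromosome 3324448 (minus), from 1.03 ± 1.22 to 125 ± 16.3, and the largest fall at chromosome 1431349 (plus), from 322 ± 126 to 13.1 ± 6.18. The transcript feature ncl0690 had the largest fall in both strains, from 441 ± 85.5 to 11.8 ± 7.25 in rne(WT) and from 239 ± 54.2 to 8.18 ± 2.68 in rne(Ts).

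Whether heat acted differently in the strains was tested as an interaction. It was called at 505 processing sites (270 with the higher change in rne(Ts), 235 with the lower), 270 start sites (197 and 73) and 991 transcript features (507 and 484). Among the 505 processing sites, 330 were called for heat in rne(Ts) alone, 95 in rne(WT) alone and 24 in opposite directions. Among the 991 transcript features these numbers were 521, 178 and 84. The site counts depended on the scaling and on the test. On the transcript scaling 783 processing sites were called (81 higher, 702 lower; median shift -0.82) and only 20 start sites (9 higher, 11 lower; shift -0.39). TMM factors gave 526 processing sites (227 higher, 299 lower; shift -0.14), edgeR on whole reads 447 (183 higher, 264 lower) and DESeq2 207 (117 higher, 90 lower). With cultures paired as a block, 406 start sites were called (263 higher, 143 lower). Leaving out rne(Ts) 1 h replicate 3 gave 327 processing sites, 163 start sites and 634 transcript features, and leaving out rne(Ts) 0 h replicate 2 gave 329 processing sites. The largest positive interactions were 5.35 at the processing site chromosome 942037 (plus), 2.82 at the start site chromosome 299116 (minus) and 3.24 for slr1513_5'UTR. That feature fell with heat in both strains, and less in rne(Ts). The largest negative ones were -3.56 at the processing site chromosome 1431349 (plus), -2.58 at the start site chromosome 1719622 (minus) and -2.35 for sll6093.

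Because each table was scaled on its own, the share of processing-site reads among all 5′-end reads was computed from whole reads. It was 18.1% ± 0.766 in rne(WT) and 14.6% ± 0.798 in rne(Ts) at 0 h, and 19.6% ± 1.06 and 11.8% ± 0.960 at 1 h (SD, n = 3). The strain difference was -3.52 percentage points at 0 h and -7.84 points at 1 h, and every rne(Ts) library lay below every rne(WT) library of its time. Each of the 4 pairwise comparisons had an exact two-sided permutation p of 0.1 (0.1 after Benjamini-Hochberg adjustment), the smallest that 3 against 3 allow. The share changed with heat by 1.54 points in rne(WT) and by -2.78 points in rne(Ts). Without rne(WT) 1 h replicate 1, with its 0 h partner kept, the change in rne(WT) was 0.925 points. The pairwise heat tests did not use the pairing of cultures. By culture the change ran from 0.397 to 3.62 points in rne(WT) and from -4.48 to -1.49 in rne(Ts). The largest rise was that of rne(WT) replicate 1, from 17.3% to 20.9%. The share rose in all 3 rne(WT) cultures and fell in all 3 rne(Ts) cultures (exact permutation p of the difference 0.1). Without the 10 highest sites of each table the strain differences were -4.75 and -10.1 points. A share shows unequal change of the 2 kinds of ends and not which kind changed. Relative to total transcript reads, processing-site reads at 1 h were 0.791 times as many in rne(Ts) as in rne(WT). That difference was within the spread (exact permutation p 0.2). Start-site reads were 1.46 times as many (exact permutation p 0.3). At 0 h these ratios were 1.07 and 1.38 (exact permutation p 0.8 and 0.2). The size factors of the transcript features gave another picture at 1 h. With them the median processing site shifted by -0.69 and the median start site by 0.11.

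**Figure D3:**
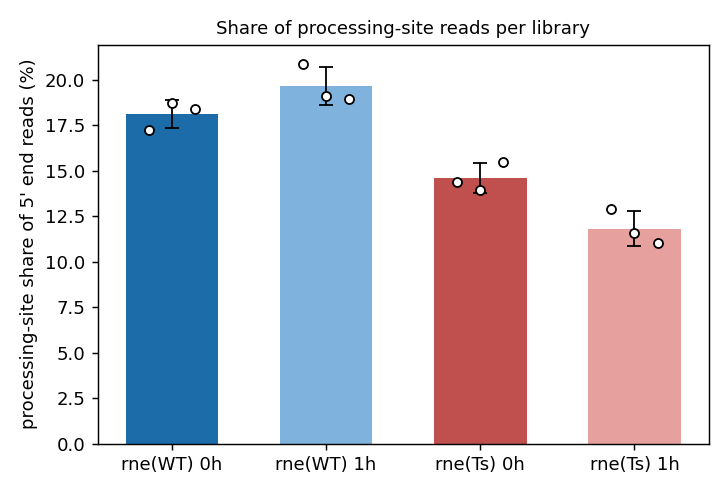
Processing-site reads as a percentage of all 5′-end reads in each of the 12 libraries. Points are libraries, bars are means and error bars are SDs of 3 replicates; rne(Ts) averaged 11.8% at 1 h and rne(WT) 19.6%.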

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

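The refits with other scaling and without single libraries were planned, but their use as tests of these explanations was chosen after the results were seen, as were the tests of scaling on total reads, mislabelled libraries and start-site reads.

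The heat response differed between the strains by an interaction test at 505 processing sites, 270 start sites and 991 transcript features. For processing sites the authors' scaling does not account for the number of calls, as TMM factors gave 526 (462 shared) and the transcript scaling 783. Only 316 of the 783 were shared, so which sites are called does depend on the scaling. It does decide the balance of directions, since 702 of the 783 had the lower change in rne(Ts). Nor does it account for the number at transcript features, where scaling on total reads shifted the median by 0.25 and gave 843 calls, 630 of them shared. The balance there moved to 720 with the higher and 123 with the lower change, from 507 and 484. For start sites the scaling of the transcript table left 20 calls, while TMM left 271. The log2 ratio of the start-site and transcript scaling factors varied within groups with an SD of 0.34, above the 0.27 for processing sites, and this scatter adds to every start site of a library. How many start sites differ and how much of that number comes from the scaling cannot be told apart, because nothing in the data fixes the total of start-site reads. Depth is argued against in all 3 tables, although it lowers the counts. With every library thinned to the smallest total, 364 processing sites were called (325 shared with the full data), 190 start sites (172 shared) and 890 transcript features (851 shared). A single aberrant library is argued against, as the fewest calls with any library left out were 327, 163 and 634, each without rne(Ts) 1 h replicate 3. A mislabelled library is argued against in the site tables, where 12 of 12 libraries correlated best with a library of their own group. In the transcript table rne(WT) 0 h replicate 3 correlated slightly better with rne(Ts) 0 h replicate 1 (0.985) than with its own group (0.983). Over the 178 features called between the strains without it, its median position was 67.1% of the way from rne(Ts) to rne(WT), so it lay nearer its own strain. Of the 10 splits of the 6 cultures, 1 gave as many interaction calls in each table, the real one, which at 3 against 3 cannot exclude chance. A different response of the strain with altered RNase E remains a hypothesis for processing sites and transcript features. A sequencing or library batch is not named in the labels and was not tested.

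Single processing sites with an interaction were chromosome 1511125 plus (4.11), 3324448 minus (3.86), 942037 plus (5.35) and 3181793 minus (2.02) with the higher change in rne(Ts). Those with the lower change were chromosome 2961377 plus (-2.20) and 1431349 plus (-3.56) and pSYSA 32284 plus (-2.98). Of these, 1511125, 942037, 2961377 and 1431349 were called under all 7 alternatives and with each of the 12 libraries left out. The site 3324448 was not called by edgeR or DESeq2, and its 0 h groups held 1 read in rne(WT) and 4 in rne(Ts). The call at 3181793 was lost on the transcript scaling (1.14) and without rne(WT) 1 h replicate 2 (1.61). The call at pSYSA 32284 was lost with a pseudocount of 4 (-2.17), with DESeq2 (-4.65) and without 8 of the 12 libraries. These were rne(WT) 0 h replicate 1 (-2.36) and 2 (-3.07), rne(Ts) 0 h replicate 1 (-2.09), rne(WT) 1 h replicate 2 (-2.69) and 3 (-2.24), and rne(Ts) 1 h replicate 1 (-3.04), 2 (-2.95) and 3 (-2.96). Start sites with an interaction were chromosome 1239102 plus (2.36), 299116 minus (2.82), 299117 minus (2.66) and 1719622 minus (-2.58). All 4 were called with each library left out, and only 1239102 lost its call, on the transcript scaling (1.97). Sites were picked for their size. Selection makes the printed sizes likely overestimates, and the value of 942037 rests on 8 reads in rne(WT) and 2 in rne(Ts) at 0 h. It ranged from 3.998 with a pseudocount of 4 to 6.86 with DESeq2, and from 4.98 to 5.75 without single libraries.

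Among the transcript features printed above, the interaction was called with the higher change in rne(Ts) for slr1513_5'UTR (3.24), sml0003_5'UTR (1.23), rne (0.72) and rnhB (1.53). It was called with the lower change for CRISPR2 (-1.01), sll6093 (-2.35), psbA2 (-1.08), psbA3 (-1.33), clpB1 (-0.81), grpE (-0.46) and hrcA (-0.65). Features named at 1 h but not printed also had called interactions, and they count among the results for named features given below. The calls for slr1513_5'UTR, CRISPR2, sll6093, rne, rnhB, psbA3 and hrcA held under all 6 alternatives and with each of the 12 libraries left out. That for sml0003_5'UTR was lost under 3 alternatives and without any library except rne(WT) 0 h replicate 2 and rne(WT) 1 h replicate 3 (1.02 to 1.42 over all 12). For psbA2 it was lost with no filter and without rne(WT) 0 h replicate 2 (-1.02) or 3 (-1.03), rne(Ts) 0 h replicate 2 (-1.01) or 3 (-0.997), rne(WT) 1 h replicate 1 (-0.85) and rne(Ts) 1 h replicate 1 (-0.90) or 3 (-1.03), and for clpB1 with edgeR and without rne(WT) 0 h replicate 2 (-0.70) or 3 (-0.66), rne(Ts) 0 h replicate 1 (-0.78), 2 (-0.85) or 3 (-0.81), rne(WT) 1 h replicate 2 (-0.78) and rne(Ts) 1 h replicate 2 (-0.83) or 3 (-0.76). For grpE it was lost without rne(Ts) 0 h replicate 1 (-0.46) or 2 (-0.44) and rne(Ts) 1 h replicate 1 (-0.44) or 3 (-0.46). The gene rne may respond to lowered RNase E activity, for example by a loss of the enzyme's control of its own mRNA. The design has no strain in which this control is removed by other means, so this was not tested.

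The share of processing-site reads moved in opposite directions with heat, up in every rne(WT) culture and down in every rne(Ts) culture. The difference was -4.32 points (exact permutation p 0.1, the smallest possible). The rise in rne(WT) ran from 0.397 to 3.62 points by culture, so its mean rests mainly on replicate 1. The lower share in rne(Ts) does not come from a few sites, because without the 10 highest sites of each table the strains differed by -10.1 points at 1 h and no libraries overlapped. Depth stays open, since the overlap of totals with rne(WT) rests on rne(Ts) replicate 1 at each time. At 1 h its total of 5′-end reads, 355932 with a share of 12.9%, lay below the highest in rne(WT), 396370 with 19.1%. The totals of rne(Ts) replicates 2 and 3, 486601 and 557786, lay above all rne(WT) totals at 1 h. Whether start-site reads rose or processing-site reads fell depends on the denominator and stays open. Relative to total transcript reads, start-site reads were 1.46 times as many in rne(Ts) at 1 h and processing-site reads 0.791 times. Neither difference exceeded the spread (exact permutation p 0.3 and 0.2). That total is uneven, as 10 features took 41.9% of it in rne(WT) 1 h replicate 1. On the transcript size factors the median processing site shifted by -0.69 at 1 h, and the median start site by 0.11. That scaling points to fewer processing-site reads at 1 h. At 0 h the share was also lower in rne(Ts). There the ratios to total transcript reads were 1.38 for start sites and 1.07 for processing sites (exact permutation p 0.2 and 0.8). The median shifts on the transcript size factors were 0.50 and 0.13, so fewer processing-site reads were not seen at 0 h. The efficiency of ligation and exonuclease digestion per library was not tested. Less cleavage by RNase E at 39 °C stays open as a biological explanation.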

How the results depend on the processing

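Results are counts of called features, the read share and the named features. The alternatives for the 3 tables were planned before the data were examined. Those chosen after seeing the data were a pseudocount of 4 for antisense features and leaving out adjoining neighbours, and the correction by pSYSA start sites and the scaling of transcript features on total reads were tests chosen after too. Counts not named here stayed within 1.5 times under every setting planned.

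Scaling had the largest effect at start sites. On the scaling of the transcript table the counts became 783 for the interaction at processing sites (505 in the planned fit), 493 for start sites between strains at 1 h (1122), 633 for heat at start sites in rne(WT) (1263) and 20 for the interaction at start sites (270). That scaling also changed the balance of higher and lower calls where the count held. It gave 95 and 11 start sites between strains at 0 h (34 and 75 in the planned fit), 386 and 1283 processing sites at 1 h (802 and 832), 506 and 181 for heat at processing sites in rne(WT) (325 and 326), and for heat in rne(Ts) 348 and 881 processing sites (604 and 627) and 393 and 886 start sites (910 and 889). DESeq2 gave 580 and 388 for heat at processing sites in rne(Ts). The within-group scatter of the scaling ratio (SD 0.34 on the log2 scale for start sites) is part of the construction of this alternative and widens the spread. Using only the compared groups gave 272 processing sites at 0 h (178), and DESeq2 gave 207 for the interaction at processing sites; the cause was not tested. Without the 10 highest sites of each table the differences in the processing-site share were -4.75 points (strains at 0 h), -10.1 (strains at 1 h), 3.61 (heat in rne(WT)) and -1.78 (heat in rne(Ts)), because those sites took part of both sums.

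The replicate block, which pairs cultures within a strain, moved the interaction at start sites from 270 to 406 and no other count by over 1.5 times. Between strains, where replicates share only a number, the block gave 171 and 1610 processing sites, 79 and 1057 start sites and 170 and 2078 transcript features at 0 h and 1 h. Same-numbered libraries of different strains deviated with correlations from -0.27 to 0.188.

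Leaving out each library in turn (lowest and highest count) gave 102 to 136 processing sites between strains at 0 h, 43 to 108 start sites and 73 to 178 transcript features. For the interaction it gave 327 to 541 processing sites, 163 to 334 start sites and 634 to 1048 transcript features, and 1 to 4 of the 12 heat-shock genes. Fewer libraries lower the power by construction. The low counts came without rne(Ts) 0 h replicate 3, rne(Ts) 0 h replicate 2 (start sites and transcript features) and rne(Ts) 1 h replicate 3 (each interaction over all features), and the 1 heat-shock gene without rne(Ts) 0 h replicate 1 or 2 or rne(Ts) 1 h replicate 3. Signs changed only in changes that were not called: psbA2 with heat in rne(WT) (-0.20 to 0.16), and the interactions of dnaK1 (-0.64 to 0.0202), groES (-0.21 to 0.0745) and groEL2 (-0.0435 to 0.21).

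Of 105 results for named features, 84 were called, 15 of these lost the call under at least 1 alternative and 0 changed sign. Depth limits the processing sites most, with a median of 9 reads per site and library. The base composition at sites and the comparison of sites with their transcripts were planned and not run, as they need a genome or feature coordinates that were not used here.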

Other observations

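The tests of antisense features, 5′ untranslated regions, upstream start sites, neighbouring sites and the share of lower calls on pSYSA were set before their result was computed; the correction by pSYSA start sites, the pseudocount of 4 for antisense features and the exclusion of adjoining neighbours were chosen after.

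On plasmid pSYSA, 120 of 125 called processing sites were lower in rne(Ts) at 1 h (96.0%), against 680 of 1466 on the chromosome (46.4%; Fisher's exact p 1.64e-31 across sites, which are not independent). A stronger dependence of pSYSA sites on RNase E is a candidate explanation, but start sites on pSYSA were lower as well, 53 of 57 called. The median pSYSA change was -0.94 at processing sites and -0.73 at start sites at 1 h, and already -1.04 and -0.85 at 0 h. After the median pSYSA start-site level of each library was subtracted, 72.7% of called pSYSA sites were still lower (56 of 77; Fisher's exact p 6.27e-06), and the median change over all 242 tested pSYSA sites was -0.12. At 0 h the subtraction left 34 of 38 called pSYSA sites lower (89.5%, against 40.3% on the chromosome; Fisher's exact p 5.36e-07), with a median of -0.14. The subtraction thus removed most of the shift. A lower amount of all pSYSA RNA, for example from fewer plasmid copies, and a stronger dependence on RNase E cannot be told apart. The sites are not independent, and start sites could stand in poorly for the RNAs the processing sites lie in, since feature coordinates were not used here.

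Antisense features were raised in rne(Ts) at 1 h relative to coding sequences. Their median log2 change was 0.31 against -0.07 for coding features, above all 10000 random lists of coding features matched on mean (percentile 100; 95% of the lists between 0.12 and 0.20). The share of antisense reads was 1.76% ± 0.27 in rne(WT) and 2.43% ± 0.174 in rne(Ts) at 1 h (exact permutation p 0.1, the smallest possible). At 0 h it was 1.80% ± 0.295 and 2.03% ± 0.0177 (exact permutation p 0.4). This is in line with stabilisation of antisense RNAs when RNase E is impaired. The excess was also at percentile 100 at 0 h and with a pseudocount of 4 at 1 h, and for heat it reached 99.5 in rne(WT) and 100 in rne(Ts). The interaction was at percentile 63.4, and at 91.7 with a pseudocount of 4, so the excess was not shown to be specific to heated rne(Ts). Reads from overlapping genes and the use of strand in counting stay open.

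For 415 pairs of a 5′ untranslated region and its coding sequence, the mean log2 ratio at 1 h was -3.46 ± 0.059 in rne(Ts) and -3.61 ± 0.262 in rne(WT). The difference of 0.16 was within the spread (exact permutation p 0.5), so a general accumulation of 5′ untranslated regions was not seen.

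Across 1836 processing sites with a start site at most 1000 nt upstream, the changes at 1 h correlated with a rho of 0.134. Of the 10 splits of the 6 libraries, the real one included, 5 gave a rho at least as large in size (largest in another split 0.174). The other splits keep part of the strain difference, so they are not a clean baseline and cannot decide the question. A carry-over of changes in initiation to processing sites was not detectable this way.

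Called processing sites within 50 nt of each other changed in the same direction in 88.1% of 678 pairs, against 70.1% of 147 pairs 51 to 1000 nt apart (Fisher's exact p 3.66e-07). This is consistent with close sites reporting the same RNA. Without pairs under 6 nt apart the share was 79.1% of 254 (Fisher's exact p 0.0525), so much of the excess lies in adjoining positions, which may be single ends with an imprecise position. Counts of called sites are therefore not counts of independent events.

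For each of the 15 counts of called features, 1 of the 10 splits of the 6 libraries (or cultures, for the interaction) gave as many calls, the real one; the largest count in another split was 2, for start sites at 0 h. With 3 against 3 the share cannot fall under 0.1, so chance cannot be excluded by this test. In the paired heat comparisons, the other 3 splits that part all pairs also gave 0 calls.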
